A study of Homo sapiens with 12 samples. Its data were reported in "Targeting myoferlin in ER/Golgi vesicle trafficking reprograms pancreatic cancer-associated fibroblasts" (2025).

How the data were processed

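RNA was measured by sequencing of 12 libraries of PANC-1, a human pancreatic ductal adenocarcinoma cell line. The libraries formed 4 groups of 3: cells transfected with an siRNA against firefly luciferase (siGL3, the control siRNA), cells transfected with an siRNA against MYOF (siMYOF), cells given the solvent DMSO, and cells given 50 nM of the small molecule WJ460. The labels give 48 h for every library. For the knockdown, the study's methods count this time from a wash that followed the transfection, so these cells were taken later than 48 h after transfection. The labels place replicate 1 of siGL3 and of siMYOF in an early library batch and the other 10 libraries in a late one. The study's methods describe separately seeded PANC-1 cultures for the knockdown. Nothing used here says whether the DMSO and WJ460 libraries came from separate cultures, so p-values for these measure only the spread between these libraries, which may be technical. Since the main test estimated the spread from all 12 libraries, p-values for the knockdown rest in part on that spread too.

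Per the study's methods and the submitters' processing notes, the authors aligned the reads to GRCh38 with STAR, quantified genes with Salmon and analysed them with DESeq2. The deposited signal values were gene read counts that the authors had divided by 1 size factor per library. Every value of a library was a whole multiple of that library's smallest value above 0, within a tolerance of 0.001 reads, so whole reads were recovered for 100% of the values. The recovered reads came to between 12335147 and 19847210 per library, and the median-of-ratios factors computed from them equalled the deposited factors to within 4.0e-15. The table held 60617 genes, of which 29768 had a read in any library. It carried 1530 repeated gene symbols, so genes were followed by their Ensembl identifiers, and 60261 of these matched the GRCh38 reference annotation from which coordinates were taken. Genes with near-identical copies, such as GOLGA8A and GOLGA8B, the SMG1 pseudogenes, CUTALP, HSPA1A, ribosomal proteins and tubulins, can share reads, and their values are uncertain to that extent.

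The design had assumed raw counts and an edgeR quasi-likelihood test. Since the deposited values were normalised, the main test was instead limma on log2(value + 1), with a trended and robust estimate of the spread, over the 14720 genes with a mean normalised count of at least 5. All 12 libraries entered 1 fit with the 4 groups and the batch as terms. Contrasts were siMYOF minus siGL3, WJ460 minus DMSO, the difference between these 2 effects, and siGL3 minus DMSO. Genes passed at a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p of a gene comes from limma unless another tool is named. Fold changes are on the log2(value + 1) scale and understate changes of genes with few reads. The edgeR test with TMM, first meant as the main one, was run on the recovered reads as an alternative and called 8099 genes for siMYOF and 7804 for WJ460.

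Gene lists, 40 in all, were written from textbook knowledge. They covered the secretory pathway, mitochondria, stress responses, signalling targets, the cell cycle, the cytoskeleton, matrix, and markers of fibroblasts, leukocytes and endothelium. Each was tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over the 40 lists of a comparison, with camera at an estimated correlation and fry beside it. Named genes followed a rule. It took MYOF, the 10 largest rises and 10 largest falls per treatment among genes past the threshold with a mean CPM of at least 5, with every treated library beyond every control library of its batch and a regular symbol, up to 4 members of each list by smallest p, the 5 smallest p in each direction of the difference between effects, and 16 genes that the study discusses, 13 of which were tested. Values of some genes that the rule names are not reported here. The samples, groups, comparisons, gene lists, naming rule and most alternatives were set before the data were examined, while limma as the main test was chosen once the unit of the deposited values was known.

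The siMYOF sequence was placed on the GRCh38 genome and on 1 annotated transcript per gene, and other transcripts were not searched for it or its seed. It matched the MYOF message itself, so the guide strand was taken to be its reverse complement, which the study's methods do not print. For each gene with an annotated 3' UTR, matches to bases 2 to 8 of the guide strand were counted, and the mean log2 fold change of genes with a match was compared with that of genes without within 10 bins of 3' UTR length by a two-sided permutation test of 100000 resamples.

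The pipeline was tested on simulated counts drawn from the real DMSO means and library sizes. Every gene had the same fixed dispersion, unlike the real libraries, whose spread was unequal. Changed genes had a DMSO mean of at least 20 and were far fewer than the data called. The rates below hold for that setting only. For siMYOF versus siGL3 it recovered 96 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, and it called 9 unchanged genes among 14765 tested. For WJ460 versus DMSO the numbers were 97, 100 and 8 among 14762. Replicates of a group were compared by chi-square over genes with at least 20 reads per pair. All 12 pairs differed by more than sampling noise, from 1.47 per gene between DMSO replicates 2 and 3 to 72.0 between siGL3 replicates 1 and 3.

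Whether replicate numbers pair the libraries was checked from the correlation, across genes, of deviations from the group means. Same-numbered siGL3 and siMYOF libraries had r = 0.82, 0.53 and 0.60, which met the rule for pairing. Much of this came from the batch, since late libraries with different numbers had r = 0.45 and 0.49. A fit with the replicate number as a block was therefore run beside the main test. It cannot estimate siGL3 versus DMSO, which share no block.

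Alternatives were other scalings, edgeR and DESeq2 on the recovered reads, no filter, no batch term, the late batch alone, the 6 libraries of a comparison alone, a 2-fold minimum, and leaving out each library in turn. Pseudocounts of 0.5 and 5, TMM and total-count scaling in limma, the late-batch and WJ460-filtered versions of the seed test, the siGL3 seed, the replicate block for the lists of the difference, and the fits that left out a library for the lists and the correlation were added after seeing the data. Fibroblast data of the study were not used here. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.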

Results

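RNA was sequenced in 12 libraries of PANC-1, a human pancreatic ductal adenocarcinoma cell line, each labelled 48 h. There were 3 libraries each of cells given the control siRNA siGL3, an siRNA against MYOF (siMYOF), the solvent DMSO, and 50 nM WJ460, a small molecule that the study used as an inhibitor of the membrane repair protein myoferlin, which MYOF encodes. The siGL3 libraries held 19090926, 12728432 and 15500451 reads, and the siMYOF libraries 19847210, 13449782 and 13757836. The DMSO libraries held 13997453, 12335147 and 13813185 reads, and the WJ460 libraries 13879483, 14771137 and 13809154. Between 19144 and 23060 genes had a read in a library. Replicate 1 of siGL3 and of siMYOF came from an early library batch, and 6628 of 14720 tested genes differed between the early and late siRNA libraries. The main values of the knockdown are therefore given for the early pair and the late libraries beside those from all.

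MYOF (ENSG00000138119, chromosome 10, 93306429 to 93482334, minus strand, GRCh38) was the target of the knockdown. Its normalised read count was 12786, 20169 and 17823 in the siGL3 libraries and 3470, 2372 and 2003 in the siMYOF libraries. The mean fell from 16926 ± 3772 (SD, n = 3) to 2615 ± 763 (SD, n = 3), a log2 fold change of -2.71 (SE 0.23, limma adjusted p = 2.41e-05). The early pair gave -1.88 and the late libraries -3.12. MYOF was at 21148, 20492 and 19950 with DMSO and at 20151, 26083 and 22887 with WJ460, which left it without a change past the threshold (log2 fold change 0.16, SE 0.23, limma adjusted p = 0.603). The siRNA matched the sequence CCCTGTCTGGAATGAGATT in the coding region of MYOF, with 16 bases in exon 2 (93456882 to 93456897) and 3 bases in exon 3 (93452139 to 93452141). Of 14666 annotated transcripts, 1 per tested gene, only this 1 held a full match. Other transcripts of these genes were not searched.

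**Figure D1:**
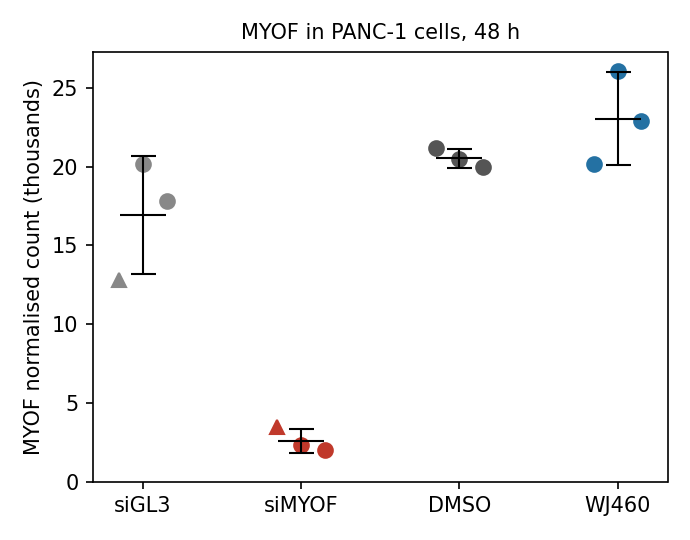
MYOF normalised read counts per library, on an axis divided by 1000, in the 4 groups of PANC-1 cells, where horizontal bars are means, whiskers are ± SD (n = 3) and triangles are the early libraries. The siMYOF libraries sit between 2003 and 3470, below every other library.

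The comparison of siMYOF with siGL3 asks which transcripts change when cancer cells lose MYOF. PRDM1, a transcriptional repressor best known from lymphocytes, rose most among the named genes, from 9.01 ± 4.95 to 158 ± 19.3 normalised counts (SD, n = 3), with a log2 fold change of 4.09 (SE 0.27, adjusted p = 7.81e-10, early pair 4.41, late libraries 3.93). MYL9, a myosin light chain of contractile cells, rose 11.5-fold from 122 ± 22.9 to 1401 ± 122 (SD, n = 3), with log2 fold changes of 3.38 in the early pair and 3.59 in the late libraries. EI24, a protein of the endoplasmic reticulum (ER) membrane with a role in autophagy, fell from 4558 ± 239 to 513 ± 59.1 (SD, n = 3), with a log2 fold change of -3.16 (SE 0.06, adjusted p = 2.84e-17, early pair -3.27, late libraries -3.10). BECN1, the Beclin 1 gene of autophagy, fell by 2.62 on the log2 scale, from 463 ± 63.0 to 74.1 ± 5.35 (SD, n = 3; early pair -2.38, late libraries -2.74). PRDM1 lies on chromosome 6 (105993463 to 106109939), EI24 on chromosome 11 (125569280 to 125584684) and BECN1 on chromosome 17 (42810134 to 42833350) of GRCh38.

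The cystine transporter gene SLC7A11 rose from 137 to 993 normalised counts (log2 fold change 2.85, early pair 3.03, late libraries 2.76), and the collagenase gene MMP1 rose by 2.84 on the same scale. For MMP1 the early pair gave 4.81 and the late libraries 1.86, so leaving out either early library lowered its log2 fold change to 1.86. SPOCD1 (3.80), PRRG4 (3.42, early pair 3.95, late libraries 3.16), the hyaluronidase gene CEMIP (2.86), GLIPR1 (2.70), KRT15 (2.54) and XDH (2.52, early pair 3.38, late libraries 2.09) completed the 10 largest rises. The falls included the desmosomal gene PPL (-3.12), RFLNA (-2.91), the keratin gene KRT80 (-2.86), EFEMP2 (-2.54), the drug exporter gene ABCC3 (-2.43), COL7A1 (-2.31) and CUTALP (-2.44), a pseudogene whose value is uncertain.

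Targets of ATF4, the transcription factor of the integrated stress response, were the list with the highest median. Of 21 members tested, 18 rose, 1 fell and 2 did not pass, and adjusted over the list alone the numbers were the same. Members included ATF4 itself (1.73), PPP1R15A (2.24), PHGDH (1.32) and CARS (0.66). The list median was 1.10 (early pair 1.11, late libraries 1.04; camera adjusted p = 1.52e-05, and adjusted p = 0.522 with an estimated correlation). Of 19 targets of SRF and actin cytoskeleton genes, 16 rose, 2 fell and 1 did not pass, with 17 higher and 2 lower when adjusted over the list alone. TPM4 (1.54), VCL (1.34) and SRF (1.16) rose with MYL9, and the median was 0.91 (early pair 0.92, late libraries 0.93; camera adjusted p = 1.52e-05, and 0.392 with an estimated correlation). Immediate-early and ERK feedback genes rose in 16 of 22 cases with none past the threshold downward, and adjusted over the list alone 18 rose and 1 fell. EGR1 (2.31), DUSP6 (1.08), PHLDA1 (1.20) and KLF6 (0.97) were among them, with a median of 0.90 (early pair 1.02, late libraries 0.81; camera adjusted p = 4.53e-05, and 0.427 with an estimated correlation).

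Of 39 genes of the G2/M phase 29 rose, 2 fell and 8 did not pass, with 30 higher and 2 lower when adjusted over the list alone. HJURP (0.86), ANLN (0.78), CDK1 (0.66) and ECT2 (0.60) rose, and the median was 0.38 (early pair 0.51, late libraries 0.30; camera adjusted p = 3.37e-05, and 0.522 with an estimated correlation). Hypoxia targets had 10 of 14 members higher and 2 lower, also when adjusted over the list alone, with a median of 0.60 (early pair 0.74, late libraries 0.52). ANGPTL4 (1.55), PDK1 (1.18) and KDM3A (0.95) rose and NDRG1 (-1.85) fell. Heat shock genes rose in 8 of 13 cases and fell in 1, also when adjusted over the list alone, with BAG3 (1.06), HSPA4L (0.86), CHORDC1 (0.74) and DNAJB1 (0.44) among them and a median of 0.34 (early pair 0.45, late libraries 0.23). Camera gave adjusted p = 0.0161 for either list, and adjusted p = 0.392 for hypoxia and 0.522 for heat shock with an estimated correlation. A fit without the batch term ended both calls (adjusted p = 0.0857 for hypoxia and 0.117 for heat shock). Hypoxia targets had a median 0.58 higher in the early siRNA libraries than in the late ones, and heat shock genes a median of -0.53.

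The downward lists were cilium transport and the peroxisome. Of 35 cilium genes 25 fell, 1 rose and 9 did not pass, also when adjusted over the list alone, with IFT122 (-1.06), RPGRIP1L (-1.02) and ARL3 (-0.83) among them. The median was -0.48 (early pair -0.66, late libraries -0.36; camera adjusted p = 1.07e-05, and 0.392 with an estimated correlation). Of 32 peroxisomal genes 20 fell, 6 rose and 6 did not pass, with 21 lower and 6 higher when adjusted over the list alone. The sterol carrier gene SCP2 (-1.75), PHYH (-0.98), PEX19 (-0.83) and PEX10 (-0.80) fell, and the median was -0.34 (early pair -0.37, late libraries -0.35; camera adjusted p = 0.00603, and 0.392 with an estimated correlation). PEX10 was no longer past the threshold without the batch term (adjusted p = 0.0555).

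The study looked for over-represented gene sets among the lowered genes. It named the COPII coat, which carries cargo out of the ER, among genes lowered in both fibroblasts and cancer cells. Mitochondrial genes it named among those lowered in the cancer cells alone, and it proposed that the COPII role is minor there. These samples entered those results, so the lists below are not independent evidence. A test of a whole list also differs from the study's test and gene set. Of 18 COPII genes 5 rose, 3 fell and 10 did not pass, also when adjusted over the list alone. SEC23A (-0.70, adjusted p = 1.45e-07) and SEC24C (-0.31, adjusted p = 5.32e-04, and 0.434 without the batch term) fell, while SEC24B (0.55), SEC24A (0.52) and TFG (0.30) rose. SEC31A (0.04), SAR1A (0.13) and SEC13 (-0.15, adjusted p = 0.0603) did not pass. SAR1A passed in the late libraries alone (adjusted p = 0.0312), as it did without siGL3 replicate 1 (0.0309) or siMYOF replicate 1 (0.0308). SEC13 passed without siGL3 replicate 2 (0.0423), without siMYOF replicate 3 (0.0479) and with the replicate block (0.047). It also passed under TMM scaling (0.0423), in edgeR with TMM (0.0363) and under scaling by total reads (-0.26, adjusted p = 0.00198), where the median of all genes shifted as well. The COPII median was -0.03 (early pair -0.05, late libraries -0.01), the mean 0.06 and the direction of the test upward, with a camera adjusted p of 0.954. Of 31 cargo receptors and tethers between ER and Golgi 4 rose, 12 fell and 15 did not pass, also when adjusted over the list alone, with YKT6 (-1.48), ERGIC1 (-0.84) and TMED4 (-0.81) among the falls (median -0.13, early pair -0.13, late libraries -0.11, camera adjusted p = 0.0896). COPI coat genes rose in 2 cases, fell in 6 and did not pass in 3, also when adjusted over the list alone (camera adjusted p = 0.259).

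Of 74 nuclear genes for subunits of oxidative phosphorylation, 26 fell, 5 rose and 43 did not pass, with 23 lower and 5 higher when adjusted over the list alone. NDUFB5 (-0.71), ATP5MC1 (-0.65), ATP5MC2 (-0.59) and NDUFA4 (-0.58) fell. The median was -0.07 from all libraries, 0.05 in the early pair and -0.14 in the late libraries, and camera gave adjusted p = 0.0706 for all and 0.00478 for the late libraries alone. Leaving out siGL3 replicate 1 or siMYOF replicate 1, which leaves the late pairs, gave the same 0.00478, and leaving out siGL3 replicate 2 gave 0.0199. Of 13 transcripts encoded in mitochondria 6 rose and 7 did not pass, with 5 higher when adjusted over the list alone (median 0.33, early pair 0.58, late libraries 0.15, camera adjusted p = 0.0896). This list passed without siGL3 replicate 3 (0.0315) or WJ460 replicate 1 (0.0413). MT-ATP8 was no longer past the threshold in 7 other fits (adjusted p up to 0.194), and MT-ND1 (0.106) and MT-ND5 (0.177) were not without the batch term. Genes of the mitochondrial ribosome went both ways, with 20 higher and 20 lower of 76, also when adjusted over the list alone, a median of 0.02, a mean of -0.03 and a downward test (camera adjusted p = 0.77). Of 78 cytosolic ribosomal protein genes 27 fell, 5 rose and 46 did not pass, with 26 lower and 5 higher when adjusted over the list alone. Their median was 0.10 in the early pair and -0.20 in the late libraries, with camera adjusted p = 0.0706 over all libraries, 4.48e-04 in the late libraries or without either early library, and 0.0199 without siGL3 replicate 2.

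Among the other genes that the study discusses, COL1A1 fell (-2.01, adjusted p = 9.1e-08), as did COL6A3 (-1.44, adjusted p = 0.00316, early pair -2.05, late libraries -1.14) and TGFBR2 (-1.02), while CCN2 (1.84, early pair 2.69, late libraries 1.42), TGFBI (0.92) and GOLGA1 (0.30) rose and TGFBR1 (0.02) did not pass. Without siGL3 replicate 1 the adjusted p of COL6A3 was 0.0501. Of 16 collagen and matrix genes 4 rose, 7 fell and 5 did not pass, also when adjusted over the list alone, with COL7A1, COL1A1, COL6A1 (-0.98) and LOXL2 (-0.79) lower (median -0.09, early pair -0.37, late libraries -0.07, camera adjusted p = 0.507). Of 16 TGFb targets 10 rose, 2 fell and 4 did not pass, also when adjusted over the list alone (median 0.69, early pair 0.29, late libraries 0.82, camera adjusted p = 0.0706). This list passed in the late libraries, and so without either early library (0.0211), without WJ460 replicate 1 (0.0413) and without the batch term (0.0481). The ferlin list held MYOF and DYSF (-2.79), both lower (camera adjusted p = 0.0896, 0.0444 without either early library, and 0.0481 without the batch term). Of 3 fibroblast markers 1 fell and 2 did not pass, and of 2 leukocyte and endothelial markers neither passed, also when adjusted over the list alone.

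In all, limma called 4126 genes higher and 3806 lower with siMYOF, which was 53.9% of 14720 tested. Of these 7932 genes, 697 higher and 966 lower ones changed at least 2-fold. In the early pair and in the late libraries 7872 of them went the same way, which selection by a fit of both largely fixed. Over all 14720 genes the early and late effects correlated with r = 0.762. The balance between rises and falls rested on the scaling between libraries, since scaling by total reads shifted the median of all genes by -0.11 on the log2 scale and gave 3189 higher and 4757 lower genes. It shifted the lists alike. The medians with siMYOF were then -0.18 for nuclear oxidative phosphorylation, -0.09 for the mitochondrial ribosome, -0.24 for ER-Golgi cargo receptors and tethers and -0.14 for COPII. Camera called 6 lists upward and 2 downward of 40, and none held with an estimated correlation, where 4 had an unadjusted p under 0.05 and fry called 27. Glycolysis genes passed without siGL3 replicate 3 (camera adjusted p = 0.033).

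The comparison of WJ460 with DMSO asks which transcripts the inhibitor changes. MMP1 rose most among the named genes, from 30.1 ± 6.39 to 293 ± 37.1 normalised counts (SD, n = 3), with a log2 fold change of 3.25 (SE 0.53, adjusted p = 9.98e-04). HBEGF, a growth factor that activates the EGF receptor, rose from 88.3 ± 11.6 to 824 ± 40.7 (SD, n = 3), with a log2 fold change of 3.22 (SE 0.15, adjusted p = 1.43e-10). HMOX1, which encodes the heme-degrading enzyme heme oxygenase, rose from 284 to 1875 normalised counts. MXRA5, a matrix gene, fell from 670 ± 29.0 to 72.2 ± 17.0 (SD, n = 3), with a log2 fold change of -3.22 (SE 0.28, adjusted p = 4.05e-06). MMP1 lies on chromosome 11 (102789401 to 102798160), HBEGF on chromosome 5 (140332843 to 140346603) and MXRA5 on chromosome X (3308565 to 3346652).

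The cytokine gene IL11 (2.72), TMEM158 (2.83) and CCDC150 (2.60) also rose. GOLGA8B (2.88), GOLGA8A (2.87), SMG1P3 (2.76) and SMG1P5 (2.66) completed the 10 largest rises, but these have near-identical copies and their values are uncertain. The falls included OLFML2A (-2.93), the p38 kinase kinase gene MAP2K6 (-2.91), ADAMTS15 (-2.78), PCDH18 (-2.71), SPTSSB (-2.63), MAMSTR (-2.55), the sodium channel gene SCNN1G (-2.44) and the Hedgehog receptor gene PTCH1 (-2.39).

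Transcripts of alpha- and beta-tubulins, the subunits of microtubules, fell. Of 11 members 9 fell, TUBB6 rose (0.36) and TUBB3 did not pass, also when adjusted over the list alone. TUBB fell by 1.83 on the log2 scale (SE 0.08, adjusted p = 3.75e-11), and TUBB4A (-2.52), TUBA1B (-1.18) and TUBB4B (-1.07) fell with it. The median was -1.18 (camera adjusted p = 6.38e-04, and 0.623 with an estimated correlation). The sum over 58 tubulin genes and pseudogenes fell from 113200 ± 1612 with DMSO to 47334 ± 3498 normalised counts with WJ460 (SD, n = 3). The early siRNA libraries were also low, with 40354 in siGL3 replicate 1, below every WJ460 library, and 53324 in siMYOF replicate 1, just above the highest of these (51373), against 125280, 124200, 115170 and 117310 in the late siRNA libraries. Without the batch term TUBA1B was no longer past the threshold with WJ460 (adjusted p = 0.209).

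**Figure D2:**
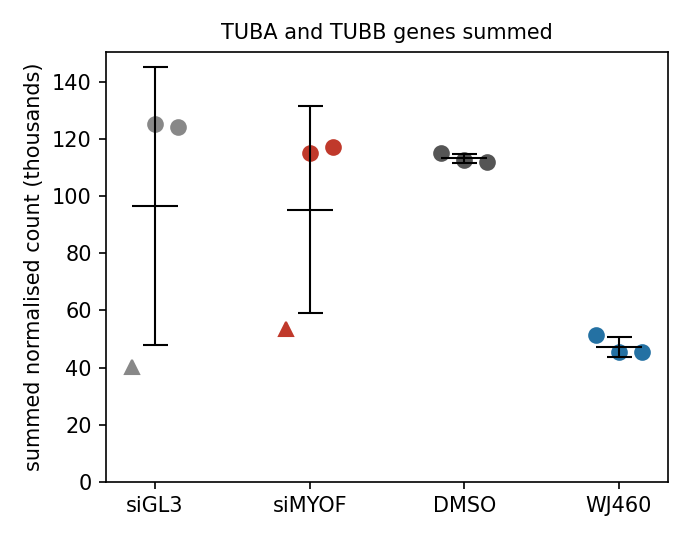
Summed normalised read counts of alpha- and beta-tubulin genes per library in the 4 groups, where horizontal bars are means, whiskers are ± SD (n = 3) and triangles are the early libraries. WJ460 libraries lie between 45309 and 51373, below every DMSO library, and both early siRNA libraries lie below every late siRNA library.

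Of 39 S phase genes 29 fell, 1 rose and 9 did not pass, with 32 lower and 1 higher when adjusted over the list alone. MCM6 (-1.50), MCM5 (-1.16), CLSPN (-1.10) and PCNA (-1.02) fell, and the median was -0.65 (camera adjusted p = 1.17e-09, and 0.5 with an estimated correlation). G2/M genes parted, since 23 of 39 rose and 9 fell, also when adjusted over the list alone. CCNB1 (1.18) and AURKA (0.96) rose while TOP2A (-1.51) and CDK1 (-1.29) fell (median 0.41, camera adjusted p = 0.00885, and 0.867 with an estimated correlation). Interferon-stimulated genes fell in 16 of 31 cases and rose in 2, with 17 lower and 2 higher when adjusted over the list alone. PARP9 (-1.16), IFITM2 (-0.74) and PARP14 (-0.64) fell, and the median was -0.46 (camera adjusted p = 0.00291, and 0.232 with an estimated correlation).

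With WJ460, of 78 cytosolic ribosomal protein genes 58 rose, 2 fell and 18 did not pass, with 62 higher and 2 lower when adjusted over the list alone, and RPS12 (0.70), RPL37 (0.68), RPL30 (0.67) and RPL5 (0.67) were among the rises. The median was 0.45 (camera adjusted p = 5.61e-10, and 0.847 with an estimated correlation). Each of the 13 transcripts encoded in mitochondria rose, also when adjusted over the list alone, with a median of 0.82 and MT-ND2 (1.19), MT-ND3 (1.08) and MT-ND1 (0.94) among them (camera adjusted p = 6.46e-05, and 0.782 with an estimated correlation). Genes with a symbol that starts with MT-, a set not limited to these 13, made up 3.02% ± 0.0764 of all reads with DMSO. With WJ460 their share was 4.66% ± 0.682 (SD, n = 3), against 3.29% ± 0.487 with siGL3 and 3.55% ± 1.01 with siMYOF. The WJ460 libraries spanned 3.88% to 5.06%, and the early libraries of siMYOF (4.72%) and siGL3 (3.81%) were also above the late siRNA libraries (2.84% to 3.21%). Of the 74 nuclear oxidative phosphorylation genes 40 rose, 9 fell and 25 did not pass, with 41 higher and 9 lower when adjusted over the list alone, COX6C (0.72), NDUFA1 (0.72) and COX7A2 (0.68) among them and a median of 0.21 that was 0.05 under scaling by total reads (camera adjusted p = 0.00154, and 0.867 with an estimated correlation). Of 76 mitochondrial ribosome genes 31 rose and 5 fell, also when adjusted over the list alone, with a median of 0.14 that was -0.02 under scaling by total reads (camera adjusted p = 0.00291, and 0.847 with an estimated correlation).

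Of 18 NF-kB targets and inflammatory cytokines 13 rose and 2 fell, also when adjusted over the list alone, with IL11, BIRC3 (1.56) and LIF (1.10) higher and CSF1 (-1.92) lower (median 0.90, camera adjusted p = 7.85e-04, and 0.297 with an estimated correlation). Lysosomal genes rose in 16 of 26 cases and fell in 3, with 17 higher and 3 lower when adjusted over the list alone, among them CTSL (1.63), LAMP1 (0.65) and CD63 (0.65) (median 0.38, camera adjusted p = 0.00166, and 0.582 with an estimated correlation). Of 22 autophagy genes 13 rose and 1 fell, also when adjusted over the list alone, with ULK1 (1.94), ATG5 (0.70) and ATG12 (0.45) higher (median 0.37, camera adjusted p = 0.00578, and 0.232 with an estimated correlation). Immediate-early genes rose in 12 of 22 cases and fell in 2, also when adjusted over the list alone, with ARC (2.86, and 2.03 with a pseudocount of 5), FOSB (2.49), EGR1 (2.26) and JUN (0.93) higher (median 0.38, camera adjusted p = 0.0204, and 0.847 with an estimated correlation). Of 31 cargo receptors and tethers between ER and Golgi 16 rose and 5 fell, with 18 higher and 5 lower when adjusted over the list alone, TMED9 (0.72) and YKT6 (0.59) higher and TMED10 (-0.79) lower (median 0.18, and 0.02 under scaling by total reads; camera adjusted p = 0.0431, and 0.297 with an estimated correlation). This last call ended with the replicate block (adjusted p = 0.06) and without siGL3 replicate 3 (0.0547), DMSO replicate 2 (0.0622), DMSO replicate 3 (0.0546) or WJ460 replicate 1 (0.0681).

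The COPII list had 7 of 18 genes higher, 3 lower and 8 not past the threshold with WJ460, also when adjusted over the list alone (camera adjusted p = 0.317). SEC31B (1.79, adjusted p = 0.0923 without the batch term), SEC31A (0.48) and SEC13 (0.47) rose and SEC23B (-0.59) fell, while SEC23A (0.11), SEC24C (0.12) and SAR1A (0.08) did not pass. COL1A1 (-2.04), COL6A3 (-1.39), COL6A1 (-1.15), TGFBR1 (-0.78) and TGFBR2 (-0.31) fell, and TPM1 (0.86), TGFBI (0.77) and GOLGA1 (0.53) rose. CCN2 rose by 0.82 on the log2 scale with an adjusted p of 0.0401 that was above 0.05 in 10 other fits (up to 0.102), among them those without siGL3 replicate 3 (0.0607), siMYOF replicate 2 (0.0572), DMSO replicate 1 (0.0873), 2 (0.0716) or 3 (0.102), or WJ460 replicate 1 (0.0567) or 2 (0.0547). Of 16 collagen and matrix genes 6 rose, 6 fell and 4 did not pass, also when adjusted over the list alone (camera adjusted p = 0.696). Of 16 TGFb targets 10 rose and 4 fell, with 11 higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.164). All 3 fibroblast markers fell, also when adjusted over the list alone (median -0.70, camera adjusted p = 0.0748), and that list passed without DMSO replicate 1 (0.0453) or WJ460 replicate 3 (0.045). Neither of the 2 leukocyte and endothelial markers passed with WJ460.

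With WJ460 limma called 4017 genes higher and 3767 lower, or 52.9% of 14720, of which 551 and 804 changed at least 2-fold. Scaling by total reads shifted the median of all genes by -0.16 and gave 2639 higher and 5195 lower genes, and list directions are relative to that shift. It lowered the medians of cytosolic ribosomal proteins to 0.29, of G2/M genes to 0.25, and of lysosomal, immediate-early and autophagy genes to 0.22, 0.22 and 0.21. Camera called 10 lists upward and 3 downward. None held with an estimated correlation, where 4 had an unadjusted p under 0.05 and fry called 25. Cholesterol synthesis genes had an upward test with adjusted p = 0.696, and a downward one past the threshold without WJ460 replicate 1 (0.0471).

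The effects of siMYOF and WJ460 were compared gene by gene, which asks how far the inhibitor does what loss of MYOF does. Across 14720 genes the 2 sets of log2 fold changes had a Pearson r of 0.284 and a Spearman rho of 0.232, where genes are not independent replicates. The early and late siMYOF effects correlated with r = 0.762. Of 4718 genes called in both, 3015 (63.9%) went the same way, with 1709 higher in both against 1126 had the calls been independent, and 1306 lower in both against 974. MMP1 (2.84 and 3.25), HBEGF (2.04 and 3.22), COL1A1 (-2.01 and -2.04) and PPL (-3.12 and -2.04) were shared between siMYOF and WJ460. In the other direction, 890 genes rose with siMYOF and fell with WJ460, and 813 did the reverse.

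**Figure D3:**
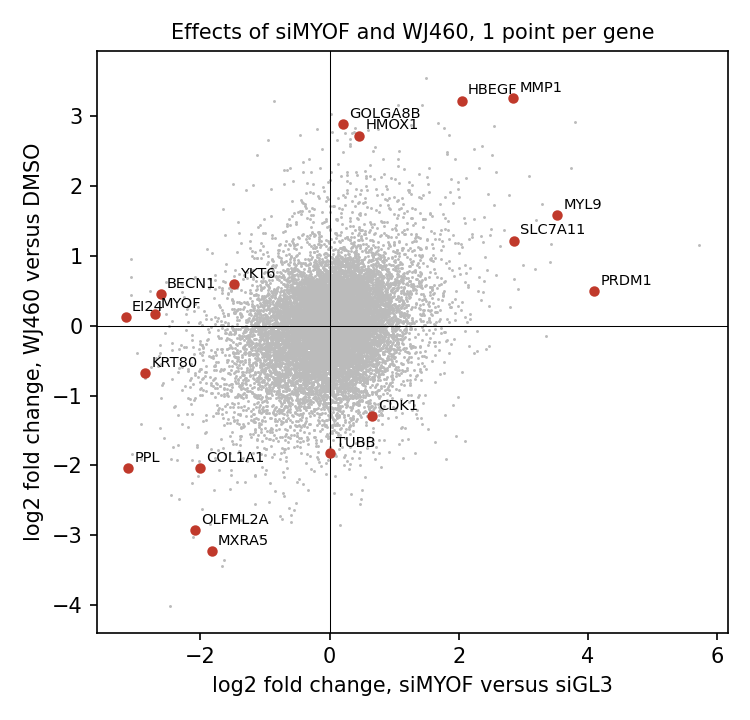
Log2 fold change with WJ460 against log2 fold change with siMYOF, 1 point per tested gene (14720 genes). The points scatter widely around a weak trend (Pearson r 0.284).

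The difference between both effects, siMYOF minus WJ460, was tested directly. EI24 fell with siMYOF and did not pass with WJ460 (0.12, adjusted p = 0.102), a difference of -3.28 (SE 0.09, adjusted p = 8.27e-15). BECN1 differed by -3.06, as it fell with siMYOF (-2.62) and rose with WJ460 (0.45). The SNARE gene YKT6 (-2.07), the splicing gene SNRPD1 (-2.15) and TAF15 (-2.02) were the others with the smallest p among the negative differences. CDK1 rose with siMYOF (0.66) and fell with WJ460 (-1.29), a difference of 1.95 (SE 0.11, adjusted p = 4.19e-10), and TSHZ1 rose (0.47) and fell (-1.81), a difference of 2.28 (SE 0.11, adjusted p = 8.9e-11). C4orf46 (2.57), ATL3 (1.57) and KLHL42 (1.51) also had positive differences. Limma called 3559 positive and 3534 negative differences, or 48.2% of 14720.

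Of the 40 lists, 10 differed between the treatments, and none held with an estimated correlation, where 2 had an unadjusted p under 0.05 and fry called 23. Cytosolic ribosomal proteins had 63 of 78 differences negative and 1 positive, and 64 and 1 when adjusted over the list alone (median -0.51, camera adjusted p = 4.91e-11, and 0.674 with an estimated correlation). S phase genes had 29 of 39 positive and 3 negative, and 31 and 3 when adjusted over the list alone (median 0.68, camera adjusted p = 3.57e-06, and 0.538 with an estimated correlation), and all 11 tubulins were positive (median 1.23, camera adjusted p = 8.21e-05, and 0.488 with an estimated correlation). The ATF4 list (0.96, camera adjusted p = 6.93e-04) and the SRF list (0.73, camera adjusted p = 1.42e-04) had positive medians, with adjusted p = 0.674 and 0.488 with an estimated correlation. Negative medians were those of cilium transport (-0.54, camera adjusted p = 8.21e-05), nuclear oxidative phosphorylation (-0.32, 3.48e-05), ER-Golgi cargo receptors (-0.33, 0.00227), transcripts encoded in mitochondria (-0.45, 0.0149) and the mitochondrial ribosome (-0.16, 0.0274), with adjusted p = 0.488, 0.715, 0.208, 0.761 and 0.804 with an estimated correlation. The mitochondrial ribosome did not pass without siGL3 replicate 3 (0.112), siMYOF replicate 2 (0.0539) or WJ460 replicate 3 (0.0701). TGFb ligands, receptors and SMADs passed with the replicate block (0.0483) and without WJ460 replicate 3 (0.0354), against 0.0554 from the main test. Glycolysis genes passed without siGL3 replicate 3 (0.0345).

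**Figure D4:**
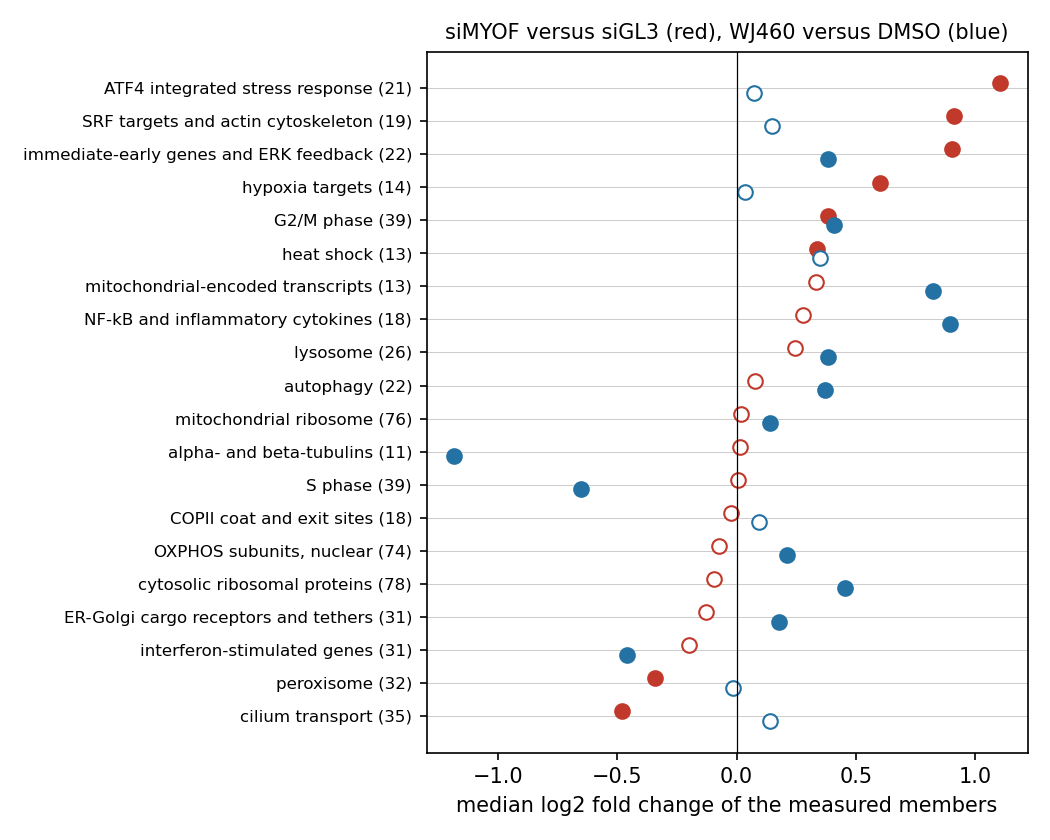
Median log2 fold change of the tested members (number in brackets) of 20 gene lists with siMYOF (red) and WJ460 (blue), where filled points had a camera adjusted p under 0.05 with the preset correlation. The tubulin list sits at -1.18 with WJ460 and at 0.02 with siMYOF, and the WJ460 median of the mitochondrial ribosome list (0.14) was -0.02 under scaling by total reads.

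The control groups also differed from each other. Limma called 2363 genes higher and 2357 lower in siGL3 than in DMSO, or 32.1% of 14720, of which 262 and 302 changed at least 2-fold. Scaling by total reads gave 1764 higher and 2974 lower genes. This comparison mixes transfection, the control siRNA and the solvent, which the groups do not separate.

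Genes whose 3' UTR matched the seed of the siMYOF guide strand were compared with the others. The guide was taken to be AATCTCATTCCAGACAGGG, the reverse complement of the printed strand, which gives the seed site ATGAGAT, which 1577 of 12345 genes with a 3' UTR carried. Their mean log2 fold change with siMYOF minus that of genes without a site in the same bins of 3' UTR length was -0.18 (two-sided permutation test over genes, which are not independent, p = 1e-05, the smallest they can give). With WJ460 the difference was 0.03 (permutation p = 0.0389, two-sided). Without matching for 3' UTR length, the mean log2 fold changes with siMYOF were closer, at -0.0561 with a site and 0.0111 without. A seed site was found in 18.1% of the genes that fell at least 2-fold with siMYOF, in 12.0% of those that did not pass and in 10.7% of those that rose at least 2-fold. These shares were not matched for 3' UTR length either. In the 3' UTR EI24 carried 1 seed site and SNRPD1 carried 2. YKT6, TAF15 and the 8 other genes with a 3' UTR among the 10 largest falls carried none there. Elsewhere in the transcript PPL, RFLNA, KRT80 and BECN1 held 1 site each and the target MYOF held 2, while EFEMP2, ABCC3 and COL7A1 held none. Sites outside the 3' UTR were not tested over all genes. SLC7A11, which rose, carried 1 site, as did ATL3, with its positive difference. BECN1 held a run of 12 bases matching the guide in its coding region, and 41 genes held a run of at least 12.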

Values the study reported

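The study crossed the genes that changed after MYOF knockdown in PANC1 cells with those that changed in cancer-associated fibroblasts. It reported that the shared genes made up 65.6% of the differentially expressed genes of the fibroblasts and 13.2% of those of the cancer cells.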

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

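The test of reads shared between tubulin paralogs was chosen only after the result was seen. The treatments differed in their effects on 7093 genes by a direct test of the difference (siMYOF effect minus WJ460 effect), and this called every result in this part. Among 100 regroupings of the libraries, drawn from 200, only the real one (1 of 100) gave as many genes. The highest of the others gave 2869. That other regrouping kept the siRNA groups, and 2869 was also the highest of the 37 others that part all 3 same-numbered siRNA pairs. The 85 regroupings that kept neither treatment's groups gave 0 genes, while the 14 that kept the siRNA or the drug groups reached 2869. The count thus follows the effect of each treatment on its own. It cannot settle whether chance gave the difference between the effects. The named genes were TSHZ1 (2.28), CDK1 (1.95), C4orf46 (2.57), ATL3 (1.57), KLHL42 (1.51), EI24 (-3.28), BECN1 (-3.06), SNRPD1 (-2.15), YKT6 (-2.07) and TAF15 (-2.02), as differences on the log2 scale. The lists, by their median difference, were alpha- and beta-tubulins (1.23), ATF4 targets (0.96), SRF targets and actin genes (0.73), S phase (0.68), cilium transport (-0.54), cytosolic ribosomal proteins (-0.51), transcripts encoded in mitochondria (-0.45), ER-Golgi cargo receptors and tethers (-0.33), nuclear oxidative phosphorylation subunits (-0.32) and the mitochondrial ribosome (-0.16). No list held in camera with an estimated inter-gene correlation (0, and 2 at an unadjusted p under 0.05, against 23 by fry).

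Tubulin transcripts were lower with WJ460 and, as a list, not changed past the threshold with siMYOF. The sum over all alpha- and beta-tubulin genes and pseudogenes fell by 1.26 on the log2 scale with WJ460, which argues against reads shifted between paralogs. The larger SD of the log2 sum within the DMSO or the WJ460 libraries was 0.104. The list median after a correction for length and GC content, -1.18, argues against that trend. The WJ460 effect and the early minus late difference of the siRNA libraries had a correlation across genes of only 0.0423. A bootstrap over genes, which are not independent, gave 0.0232 to 0.0615. The low correlation argues against 1 state of the cells or RNA shared across the genome. But tubulin sums of the early siRNA libraries (40354 and 53324) were near those with WJ460 (45309 to 51373). Transcripts encoded in mitochondria (0.47) and NF-kB genes (0.41) also differed in the direction of WJ460, while lysosomal genes (-0.31) went the other way. A state that acts on some of these genes therefore stays open. Tubulins and partners outside the alpha and beta families, which lack the start that marks the message for decay, had a median of 0.165 (bootstrap -0.325 to 0.345), with 6 of 15 records higher, 4 lower and 5 not past the threshold. These values met the prediction of autoregulation of tubulin messages after a change in microtubules. In that hypothesis WJ460 may act on microtubules, which no measurement used here addressed. Another cause limited to the alpha and beta families could give the same values. Within these families TUBB6 went against the hypothesis with a rise (0.36), and TUBB3 did not pass.

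Cytosolic ribosomal protein transcripts were higher with WJ460. After the length and GC correction their median was 0.366, against 0.453 before it, which left 0.809 of the rise. A bootstrap over genes gave 0.708 to 0.987. These genes are not independent (estimated inter-gene correlation 0.7225), so that range may be too narrow. By the medians this trend accounts for a part of the rise, and how large a part stays open. Under total-count scaling the median was 0.293, the lowest of the scalings. Under the main scaling the group difference of the list's mean log2 value had an SE of 0.0556. Since no reference of constant amount was added, a shift of all other genes relative to these short and abundant transcripts cannot be told apart from a rise. Both may contribute.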

How the results depend on the processing

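Chosen only after the results were seen were the pseudocounts of 0.5 and 5, TMM and total-count scaling in limma, the fits without a library for the lists and the correlation, the replicate block for the lists of the difference, and the seed tests on late libraries and without genes lower with WJ460. No alternative reversed a named gene effect past the threshold. Total-count scaling turned the balance of higher and lower genes with siMYOF (3189 and 4757) and with WJ460 (2639 and 5195), and edgeR with TMM evened it with siMYOF (4029 and 4070). The WJ460 median of the mitochondrial ribosome list turned from 0.14 to -0.02 under total-count scaling, which by construction shifted all genes, by -0.16, and its test was not run under that scaling. Without WJ460 replicate 1 the cholesterol synthesis list turned from an upward test that did not pass (0.696) to a downward one that did (0.0471), and the cause was not tested. Tests by edgeR with TMM on the recovered reads, set earlier as the main test, became an alternative once the unit of the values was known. Of 4430 comparisons of a named gene effect (185 effects of 159 genes) with an alternative, 4397 kept their side of the threshold, 24 lost the threshold and 9 gained it, and the report names the genes of the last 2 kinds. Among effects below the threshold, those of SEC31A and TGFBR1 with siMYOF and of MYOF, SAR1A, SEC23A and SEC24C with WJ460 changed sign in at least 1 alternative. A minimum of 2-fold lowered the counts by construction to 1663 genes with siMYOF, 1355 with WJ460, 2153 for the difference between the effects and 564 for siGL3 versus DMSO. Without the batch term the counts were 5425, 5140, 4309 and 1331 in that order, against 7932, 7784, 7093 and 4720 with it, since the difference between batches then adds to the spread. Leaving out each library in turn gave 6928 to 8226 genes with siMYOF, 6802 to 7999 with WJ460, 6482 to 7152 for the difference and 3469 to 5164 for siGL3 versus DMSO. With edgeR and the median-of-ratios (RLE) size factors the counts were 8104, 7777, 7153 and 4803, with edgeR and TMM 8099, 7804, 7151 and 4816, with DESeq2 7292, 7013, 6495 and 4171, and with no filter on low values 7680, 7320, 6546 and 3995. The late batch alone gave 6941 genes with siMYOF. For gene lists, camera with a preset correlation called 8, 13 and 10 with siMYOF, with WJ460 and for the difference, and 8 to 12, 12 to 14 and 9 to 10 when a library was left out. With an estimated correlation these were 0, 0 and 0 (4, 4 and 2 at an unadjusted p under 0.05), and fry, which asks only whether a list moves, called 27, 25 and 23. The correlation of both effects was 0.265 to 0.303 under other settings and 0.253 to 0.31 without a library. The seed difference with siMYOF was -0.19 in the late libraries, -0.17 with the 6-base seed and -0.19 without genes lower with WJ460. Replicate numbers of DMSO and WJ460 libraries did not pair them (r = 0.03, -0.00 and 0.00). With the replicate number as a block the counts were 8146, 7970 and 7259 genes with siMYOF, with WJ460 and for the difference. The block called SEC13 with siMYOF and the TGFb ligand list for the difference, and ended the calls of MT-ATP8 with siMYOF and of CCN2 and the ER-Golgi list with WJ460, and the cause was not tested. In the simulation 96 of 100 genes changed 2-fold with siMYOF were called. It tested no smaller change, so what depth limits below 2-fold was not measured.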

Other observations

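The siGL3 seed test and the fits without a library for the lists were chosen only after the result was seen. In siGL3 compared with DMSO cells, lysosomal genes were higher in 19 of 26 cases and lower in none, with 22 higher when adjusted over the list alone (median 0.44, camera adjusted p = 1.14e-09, and 0.091 with an estimated correlation). Genes of MHC class I and antigen processing were higher in 9 of 17 cases, with 13 higher when adjusted over the list alone (median 0.51, camera adjusted p = 2.29e-05, and 0.043 with an estimated correlation). ER-Golgi cargo receptors and tethers were higher in 17 of 31 cases and lower in 1, with 19 higher and 1 lower when adjusted over the list alone (median 0.24, camera adjusted p = 2.34e-04, and 0.043 with an estimated correlation), and these 2 lists were the ones that held. Interferon-stimulated genes were higher in 12 of 31 cases and lower in 2, also when adjusted over the list alone (median 0.30, camera adjusted p = 0.0017, and 0.0794 with an estimated correlation). Of 3 fibroblast markers 2 were higher, and 3 when adjusted over the list alone (median 0.50, camera adjusted p = 0.0879). Of 2 leukocyte and endothelial markers 1 was higher, and 2 when adjusted over the list alone (median 1.54, camera adjusted p = 0.151). S phase genes were lower in 29 of 39 cases, and in 30 when adjusted over the list alone (median -0.35, camera adjusted p = 1.14e-09, and 0.356 with an estimated correlation), and G2/M genes in 16 of 39, and in 18 when adjusted over the list alone (median -0.16, camera adjusted p = 0.0017, and 0.709 with an estimated correlation).

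Glycolysis (13 of 18 higher), NRF2 targets (11 of 17), autophagy (9 of 22), SRF targets (10 of 19), nuclear oxidative phosphorylation (22 of 74), COPII (8 of 18) and COPI genes (5 of 11) were the other lists that camera called, all 7 upward, and none of these held with an estimated correlation (adjusted p from 0.0794 to 0.818). Adjusted over the list alone, 15 glycolysis and 23 oxidative phosphorylation genes were higher and the counts of the other 5 lists were the same. Under total-count scaling the medians fell from 0.14 to 0.08 for COPII, from 0.13 to 0.07 for oxidative phosphorylation and from 0.18 to 0.12 for autophagy. Without siGL3 replicate 3 the oxidative phosphorylation list did not pass (adjusted p = 0.378) and collagen and matrix genes did (0.0337). Cytosolic ribosomal proteins passed upward without siGL3 replicate 1 or siMYOF replicate 1 (0.00374) or siGL3 replicate 2 (0.0119), and without WJ460 replicate 1 ATF4 targets (0.0394) and cholesterol synthesis genes (0.00142) passed downward. Between the early and late siRNA libraries, tubulins had a median of -0.59 and transcripts encoded in mitochondria 0.47 as early minus late differences.

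With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 7932 genes with siMYOF and the highest other 1 (8642 and 1704 at an unadjusted p under 0.05), and among the splits that part all 3 same-numbered siRNA pairs the highest other was also 1 (474 unadjusted). It gave 7784 with WJ460 and the highest other 0 by limma (8518 and 470 unadjusted), and 4720 for siGL3 versus DMSO and the highest other 0 by limma (6149 and 1177 unadjusted). In each comparison 1 split, the real one, gave as many. The correlation of both effects was 0.284 for the real grouping and at most 0.271 for the others among 100 regroupings, and only 1, the real one, was as large. The margin was narrow, so the count does not settle whether chance gave the correlation. The value of 0.271 came from a regrouping that kept the drug groups and mixed the siRNA groups. Regroupings that kept neither treatment's groups reached 0.246. Leaving out a library gave 0.253 to 0.31 for the real grouping, which was not compared with regroupings of the same libraries.

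A hypothesis of its own concerned the siRNA. If the siMYOF guide silences transcripts by its seed, genes with a seed site in their 3' UTR should be lower than others with siMYOF and not with WJ460, and the difference was -0.181 with siMYOF against 0.0349 with WJ460. A reversed seed, which keeps the base composition, was tested within the same bins of 3' UTR length, so it does not test length. It gave 0.0294 (permutation p = 0.182, two-sided), which argues against base composition, as far as a single control sequence can. A part of the knockdown's effect may therefore be off-target, and a rescue or an independent siRNA, not analysed here, would be needed to assign single genes. EI24 with a seed site in its 3' UTR and BECN1 with a 12-base match are candidates only, since SLC7A11 carried a site and rose. The same holds for PPL, RFLNA and KRT80, with a site elsewhere in the transcript. With WJ460, EI24 did not pass the threshold and BECN1 rose, while PPL, RFLNA and KRT80 had lower mean counts than with DMSO. Genes with the seed site of siGL3, TACTTCG, had a difference of 0.193 in siMYOF versus siGL3 (170 genes, permutation p = 0.00012, two-sided), so the control siRNA may silence by its seed as well. This seed was not tested in siGL3 versus DMSO, and its reverse was not tested as a control.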
